A study of Triticum aestivum with 2 samples (transcriptomic, total RNA). Its data were reported in "Small RNA and Degradome Sequencing Reveal Complex Roles of miRNAs and Their Targets in Developing Wheat Grains" (2015).

How the data were processed

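The data were 2 degradome libraries of wheat grain, 1 from pooled RNA of 7 and 14 DPA and 1 from pooled RNA of 21 and 28 DPA. The groups were taken from the stages given per the labels, with 1 library in each. The authors ligated an adapter to the uncapped 5′ ends of polyadenylated RNA, sequenced the libraries on an Illumina GAIIx instrument, and deposited the clean reads collapsed to distinct sequences, each with its raw read count. The deposited counts were not normalized, every tag was 33 nt long, and no alignment to a genome or transcripts was part of the files. Adapter and quality filters for these reads were not stated, so differences in trimming between the libraries could not be examined.

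The total count was 12405890 for library I and 10963967 for library II. Shares are given with a 95% Wilson confidence interval, and the smallest detectable share was set at 3 counts of the total. All computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

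The number of distinct tags at equal depth was the hypergeometric expectation for library I at the total of library II, with 20 seeded random draws for its spread. Shared tags were identical sequences of full length. Tags were compared between libraries by two-sided Fisher's exact test of the tag's count against the rest of the total, with Benjamini-Hochberg adjustment over tags with at least 10 counts in the libraries together. A tag was past the threshold when the adjusted p was under 0.05 and the depth-normalized ratio was at least 2-fold, with 0.5 added to each count for the ratio. The signature test compared the count at tag position 1 of the reverse complement of miRNA nucleotides 1 to 10 with its mean count at positions 2 to 11, as a log2 ratio with a pseudocount of 1. The null distribution came from 10000 shuffles of the bases of each 10-mer, so that the smallest p it can give is 0.0001. The p of single miRNAs were adjusted over the miRNAs of a set and both libraries. Signature counts of the 22 miRNAs were compared between libraries by Fisher's exact test with adjustment over the 22.

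The tags named in the text were set by rule: the 5 with the most counts, and in each direction the 5 with the largest fold change among those past the threshold with at least 100 counts. The miRNAs named by rule were those with an adjusted permutation p under 0.05 in either library, and others are named where a comparison or flag concerns them. Groups, tests, this rule and the alternatives were fixed before the processed files arrived.

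The alternatives were the Audic-Claverie test, effective library sizes by the trimmed mean of M-values (TMM), totals without the 100 most counted tags, no filter or a filter of 100 counts, an assumed biological coefficient of variation of 0.2 or 0.4, and tags cut to their first 18 nt. For overlap, tags with at least 2 or at least 10 counts were also used. For the signature they were distinct tags counted once, miRNA nucleotides 2 to 10, 1 mismatch, a pseudocount of 10, shuffles that keep dinucleotide counts, and the same 10-mer at inner positions as the denominator. The planned package edgeR was not used, because the counts sit in sequence headers and not in a table. TMM (trims of 30% and 5%) and the exact negative binomial test were written in Python instead, the latter on counts scaled to a common total and rounded.

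The scripts were tested on simulated data. Of 200 tags changed 4-fold, Fisher's test recovered 79.5%, with 2 unchanged tags past the threshold. Recovery was 65.7% for tags of 20 to 50 expected counts and 100% for tags of 100 to 1000, so the loss came from low counts. In simulated counts without change but with a coefficient of variation of 0.2, 28.5% of Fisher's p were under 0.05, and 50.4% with 0.4. For the negative binomial test these were 4.28% and 4.30%. That test recovered 14.5% of the 200 tags changed 4-fold with a coefficient of 0.2, and 0% with 0.4. As no other tags were changed, the adjustment was stricter than where many tags differ. These recoveries therefore do not give the power in the data. Signature sites planted with 40 tags each in 60 sets of random tags were all recovered, and 5.36% of the calls were false. Of the 60 sets without planted sites, 5 had a sum with p under 0.05. Most miRNAs tested here had fewer than 40 signature tags in each library, for example 6 for miR827 in library II. The full recovery of planted sites therefore does not give the power at such counts.

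For flagged results, tags were grouped into families with the same first 20 nt, and the bases upstream were read from tags that overlap a family from its 5′ side. These bases were compared with those that pair with miRNA nucleotides 11 to 20 where at least 8 were known. Matching to transcripts, genes differing between libraries and counts of cleaved target sites were planned but not run, since no reference was used here.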

Results

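Degradome sequencing reads the 5′ ends of RNA fragments that carry a poly(A) tail but have lost their cap, so that an RNA cut by a miRNA leaves a tag that starts at the cut. The data collected here were 2 such libraries from developing grains of the wheat variety Chinese Spring. Library I was made from pooled RNA of grains at 7 and 14 days post anthesis (DPA), and library II from pooled RNA of grains at 21 and 28 DPA. There was 1 library for each pair of stages (no replicates), so every difference below was set against sampling error only, and variation between plants or between library preparations could not be measured.

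Library I held a total count of 12405890 reads in 2492157 distinct tags, and library II held 10963967 reads in 2096312 distinct tags (no replicates). All tags were 33 nt long. Tags seen only once made up 63.0% of the distinct tags in library I and 68.7% in library II. The smallest share that the depth could show, set at 3 counts, was 0.242 counts per 1000000 reads (CPM) in library I and 0.274 CPM in library II. Counts were concentrated in few tags, and more so in the early library. The 10 most counted tags held 11.02% of all reads in library I and 6.14% in library II, and the 100 most counted tags held 20.0% and 10.8%.

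Of the tags themselves, the most counted in the libraries together was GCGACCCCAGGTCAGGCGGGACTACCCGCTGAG, with 398296 counts in library I and 304942 in library II. Its share was 32105 CPM in library I (95% Wilson interval 32007 to 32204) and 27813 CPM in library II (27716 to 27911). The tag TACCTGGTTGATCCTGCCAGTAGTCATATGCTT followed, with 38122 CPM in library I (38015 to 38228) and 15206 CPM in library II (15134 to 15278). The log2 ratio of library II to library I was -1.33 for this tag, against -0.207 for the first. The tags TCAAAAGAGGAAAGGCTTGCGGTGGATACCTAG, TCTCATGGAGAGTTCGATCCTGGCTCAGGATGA and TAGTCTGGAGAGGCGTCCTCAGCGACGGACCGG completed the 5 most counted, with log2 ratios of -1.93, -3.18 and -2.28. No reference sequence was used here, so tags are given by sequence and not by gene or position. Whether the tags named here and below come from mRNA or from other RNA, such as ribosomal RNA, was not determined. Their changes are thus not to be read as changes of mRNA ends.

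The first comparison asked whether the early and late grain libraries differed in the diversity of RNA ends. When library I was drawn down to the depth of library II, 2303439 distinct tags were expected, 1.099 times the 2096312 seen in library II. The standard deviation over 20 random draws was 361 tags, which covers the drawing of reads and no other source of error. Counting only tags with at least 2 counts raised the ratio to 1.248.

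The overlap of the libraries was limited among distinct tags and large among reads. The libraries shared 513182 distinct tags, which were 20.6% of the distinct tags of library I (95% Wilson interval 20.5% to 20.6%) and 24.5% of those of library II (24.4% to 24.5%). The shared tags held 73.6% of the reads of library I and 78.1% of the reads of library II. Across the 513182 shared tags, the log2 counts had a Pearson correlation of 0.579 and a Spearman correlation of 0.438, computed across tags, which are not independent replicates. Across the 151785 shared tags with at least 10 counts in the libraries together, these correlations were lower, at 0.228 and 0.076. Selecting tags by their summed count lowers such a correlation by itself, so this fall does not show less agreement. The presence of a tag in the other library rose with count. Among tags with at least 10 counts in the library, 84.3% of those in library I and 85.9% of those in library II were found in the other.

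**Figure D1:**
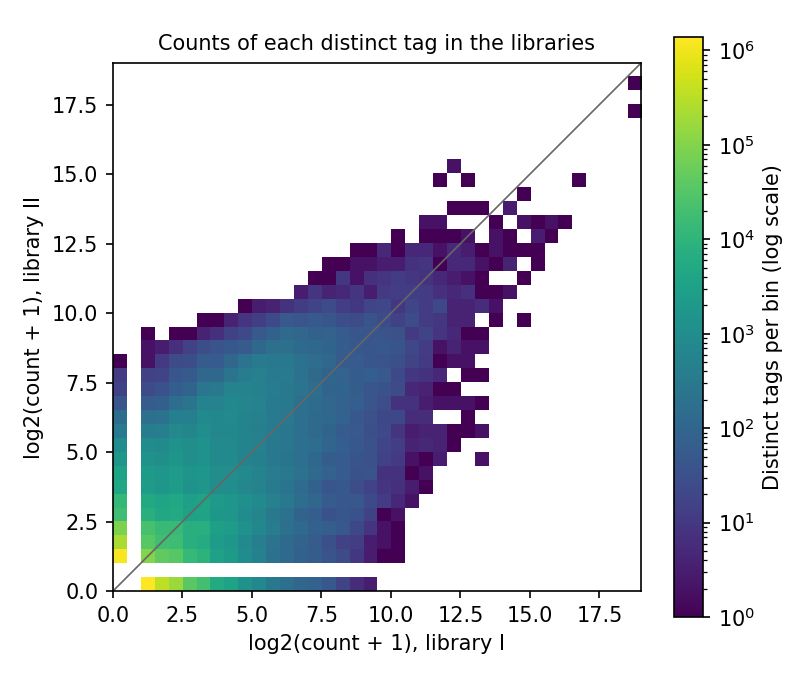
Number of distinct tags (colour, log scale) by log2(count + 1) in library I (horizontal axis) and in library II (vertical axis), with the line of equal counts; each library is a single sample. Most distinct tags lie on the axes, since only 513182 were shared, and the counts of shared tags scatter widely around the line.

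To find which RNA ends changed in abundance between early and late grains, each tag was compared by Fisher's exact test against the totals of the libraries. Of 180483 tags with at least 10 counts in the libraries together, 119982 (66.5%) passed an adjusted p threshold of 0.05 and a 2-fold change. Of these, 50713 were higher in library I and 69269 were higher in library II, and 15064 and 13634 of them were found in only library I or only library II. These counts rest on sampling error alone and have no replicate check. The number fell to 66519 when a biological coefficient of variation of 0.4 was assumed, and was lowest, at 19880 of 24492 tested tags, when at least 100 counts were required.

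Among the tags with at least 100 counts, those with the largest change towards library I were all absent from library II. The tag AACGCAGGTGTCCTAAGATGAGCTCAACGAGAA had 718 counts in library I, or 57.9 CPM (95% Wilson interval 53.8 to 62.3), and none in library II, where the upper bound was 0.350 CPM. Its log2 ratio was -10.3, with an adjusted p of 1.4e-195 by Fisher's exact test. The next were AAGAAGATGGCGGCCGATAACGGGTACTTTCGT, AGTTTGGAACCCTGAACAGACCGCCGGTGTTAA, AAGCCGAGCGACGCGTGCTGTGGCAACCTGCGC and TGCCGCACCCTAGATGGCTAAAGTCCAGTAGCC, with 618, 566, 437 and 406 counts in library I. In the other direction, the tag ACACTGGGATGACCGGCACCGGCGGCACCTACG had 261 counts in library II, or 23.8 CPM (21.1 to 26.9), and none in library I, where the upper bound was 0.310 CPM. Its log2 ratio was 9.21, with an adjusted p of 1.2e-84 by Fisher's exact test. The tags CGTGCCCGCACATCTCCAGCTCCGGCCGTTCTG, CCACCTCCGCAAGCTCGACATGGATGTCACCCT, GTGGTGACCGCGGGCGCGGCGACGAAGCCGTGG and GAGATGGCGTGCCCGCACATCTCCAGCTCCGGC followed, with 245, 243, 238 and 229 counts in library II and none in library I. The tag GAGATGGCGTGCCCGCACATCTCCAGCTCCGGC starts 7 nt upstream of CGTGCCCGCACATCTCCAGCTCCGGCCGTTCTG in overlapping sequence, so these tags are not independent. All 10 of these tags stayed past the threshold under each alternative that kept the tag at full length.

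A set of 22 miRNAs was taken from the text of the study, most of them named there with degradome evidence of cleaved targets. For miR168 and miR408 the text describes targets without citing such evidence. The set was drawn up for this comparison and is neither the study's own count nor all the miRNAs it supports by degradome evidence. For each, the tags that begin with the reverse complement of miRNA nucleotides 1 to 10 were counted. A cut opposite nucleotide 10 gives tags with this start where the target pairs perfectly with these nucleotides. This count was compared with the mean count of the same 10-mer at tag positions 2 to 11. Sites with a mismatch in this stretch are missed. The study accepted targets with mismatches, so low counts here do not speak against its cleaved targets. Summed over the 22 miRNAs, the log2 ratios came to 3.47 in the pooled libraries, against a mean of -4.48 (SD 4.57) for shuffled 10-mers (permutation p = 0.0384). The sum was -1.70 in library I against a shuffled mean of -5.34 (permutation p = 0.2309), and 4.05 in library II against -3.31 (permutation p = 0.0278). Whether the libraries differ in this sum was not tested. No single miRNA of the 22 had an adjusted permutation p under 0.05 in either library over the 44 tests. Most had fewer signature tags than the 40 planted per simulated site, so this does not exclude a signature of single miRNAs. The lowest was that of miR827 in library II, with 6 tags at the signature position against a mean of 0.3 (adjusted permutation p = 0.079). The excess was not robust: with 1 mismatch allowed the pooled sum fell below its shuffled mean, at -4.64 (permutation p = 0.877). With each distinct tag counted once, in contrast, the pooled sum was 5.11 (permutation p = 0.01).

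**Figure D2:**
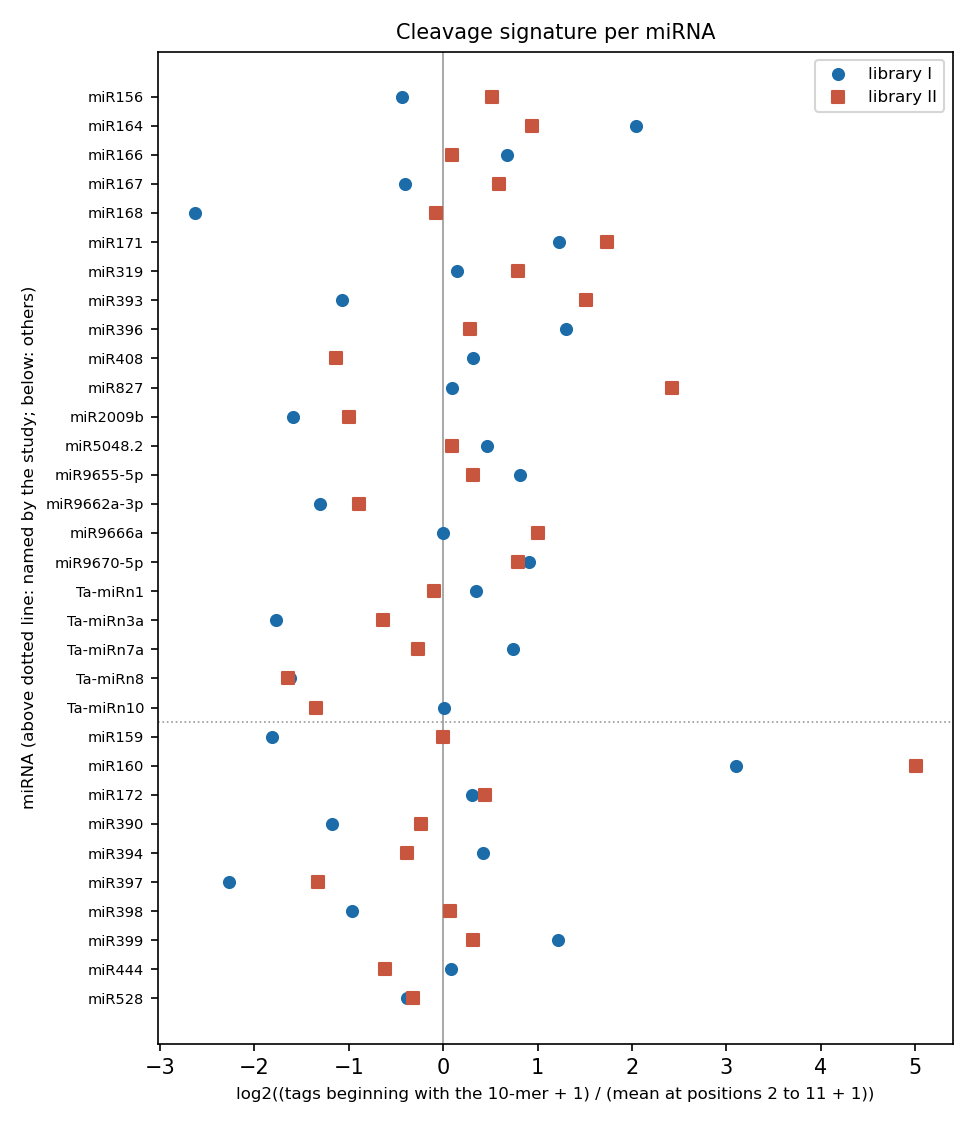
Log2 ratio of tags beginning with the 10-mer of each miRNA to the mean count of that 10-mer at positions 2 to 11 (1 added to each; horizontal axis) for 32 miRNAs (vertical axis), as circles for library I and squares for library II, 1 value per library. The ratios of the 22 miRNAs taken from the text of the study lie on both sides of 0, and miR160 has the highest ratio in each library, 3.11 and 5.01.

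As a comparison set, 10 conserved miRNAs that the text of the study does not name with degradome evidence were tested in the same way. The set is not a negative control. It holds miR159 and miR444, which the study counts among its highly conserved families. For such families the study states that degradome data backed most targets. Their summed log2 ratio was -0.485 in the pooled libraries against a shuffled mean of -1.77 (permutation p = 0.3336). It was -1.45 in library I (permutation p = 0.3942) and 2.98 in library II (permutation p = 0.0492). With a pseudocount of 10 in place of 1, the pooled sum was 2.30 (permutation p = 0.0349) and that of library II 3.15 (permutation p = 0.0028). The log2 ratio of miR160 alone was above each of these sums. It was 5.01 in library II, and 3.41 pooled and 3.57 in library II with the pseudocount of 10. The excess of the set thus rests on this miRNA.

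Of all 32 miRNAs, only miR160 passed the adjusted threshold, with its p adjusted over the 20 tests of the comparison set and not over all 32 miRNAs. Tags beginning with its 10-mer GAGCCAGGCA had 110 counts in library I, or 8.87 CPM (95% Wilson interval 7.36 to 10.7), against a mean of 11.9 at the inner positions (log2 ratio 3.11, adjusted permutation p = 0.046). In library II they had 154 counts, or 14.0 CPM (11.996 to 16.4), against a mean of 3.8 (log2 ratio 5.01, adjusted permutation p = 0.0040). The most counted of its 17 distinct tags was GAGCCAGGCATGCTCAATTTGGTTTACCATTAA, with 58 counts in library I and 97 in library II. Allowing 1 mismatch moved these ratios most, to -0.376 in library I and 0.618 in library II, and neither then passed (adjusted permutation p = 0.979 and 0.459). With miRNA nucleotides 2 to 10, miR160 also lost the threshold in both libraries (adjusted permutation p = 0.367 and 0.094).

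**Figure D3:**
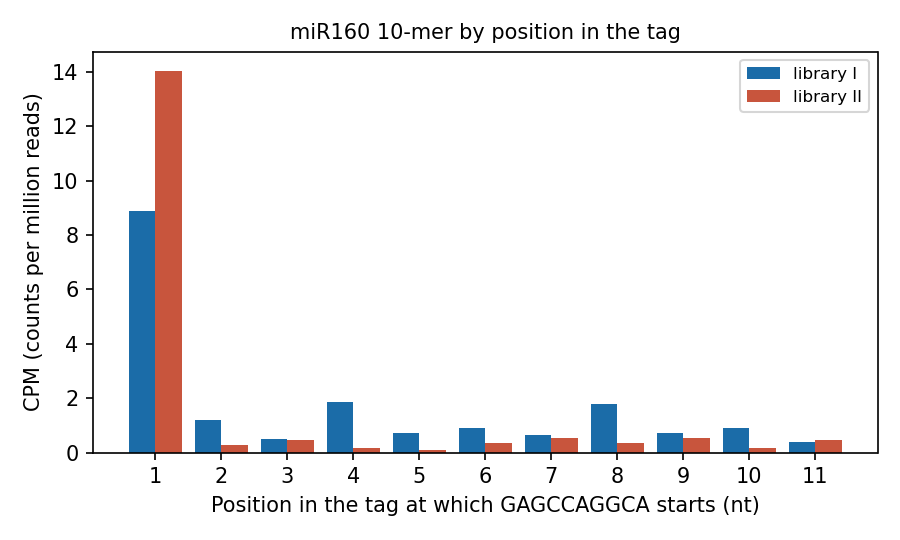
CPM (vertical axis) of tags that hold the miR160 10-mer GAGCCAGGCA, by the position in the tag at which it starts (horizontal axis, nt), as bars for library I and library II, 1 library each. Position 1, the position expected for a cut opposite nucleotide 10, stands at 8.87 CPM in library I and 14.0 in library II, and the next highest bar is 1.85 CPM.

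The counts of signature tags of the 22 miRNAs were then compared between early and late grains. Fisher's exact test against the library totals gave an adjusted p under 0.05 for 2 of the 22. Tags of miR164 fell from 32 counts in library I to 9 in library II (log2 ratio -1.60, adjusted exact p = 0.026), and tags of miR168 rose from 0 to 8 (log2 ratio 4.27, adjusted exact p = 0.026). For 0 counts in library I, as for the miR168 tags, the upper bound of the Wilson interval was 0.310 CPM. The result depended on how tags were counted, with 14 of the 22 past the threshold when 1 mismatch was allowed. With the same 10-mer at tag positions 2 to 11 as the denominator, neither miR164 (adjusted exact p = 0.261) nor miR168 (adjusted exact p = 0.223) passed. The bases upstream of these tags, where known, did not pair with the rest of the miRNA. For miR164 the weighted mean was 8.73 mismatches over 30 of 41 counts, and for miR168 it was 8 over all 8 counts. These differences are thus no evidence of a change in cleavage by either miRNA.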

Values the study reported

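The study reported 12,405,890 redundant reads from degradome library I and 10,963,967 from degradome library II. It stated that 46.98% of the degradome reads matched wheat ESTs and unigenes, a measure that was not analysed here. By its degradome analysis, 22 of the differentially expressed miRNAs mediated cleavage of their targets, a list that differs from the set of miRNAs tested above.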

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

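3 of the 32 miRNAs were flagged because their signature differed between the libraries. The flag was Fisher's exact test of the tags at position 1 against tags with the same 10-mer at positions 2 to 11, adjusted over the 32 miRNAs. For miR160 the counts were 110 against 119 in library I and 154 against 38 in library II (adjusted exact p = 2.27e-10). For miR827 they were 2 against 18 and 6 against 3 (adjusted exact p = 0.04147), and for Ta-miRn1 211 against 1651 and 209 against 2227 (adjusted exact p = 0.04147). With 1 library per group, no flag has a replicate behind it, and variation between samples of the same stages cannot be told apart from a change with grain age.

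For miR160, the predictions were written after its counts had been seen. Most of the flagged difference came from the inner positions, where the 10-mer fell from 9.59 to 3.47 CPM, while position 1 rose from 8.87 to 14.0 CPM. The inner positions made up 68.9% of the log2 change, so the flag cannot be told apart from a change of unrelated RNAs that share the 10-mer. The rise at position 1 was examined on its own. Counting only the family GAGCCAGGCATGCTCAATTT, whose upstream bases pair with the miRNA, there were 82 tags in library I, or 6.61 CPM, and 138 in library II, or 12.6 CPM (exact p = 2.71e-06). This test uses the library totals and says nothing of the inner counts. A difference in library composition was also weighed. With TMM effective totals the family stood at 7.92 and 10.5 CPM and the exact p was 0.0487, close to the threshold. A rise of this family with grain age remains as a hypothesis. It depends on how the totals are taken, and cannot be told apart from a difference between library preparations, which was not testable.

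For miR827, tags of RNAs that lack the rest of the site could not be excluded. The only family with known upstream bases had 2 counts, all in library I, and 9 mismatches (weighted mean 9) to the bases that would pair, while the 6 tags of library II could not be assessed. This prediction was written after part of those tags had been seen. The flag thus cannot be told apart from a 10-mer shared by RNAs that do not carry the rest of the miRNA site.

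For Ta-miRn1, whose prediction was written before its upstream bases were read, the count-weighted mean was 4.27 mismatches over 376 of 420 counts. That is past the limit of 4 set for a 10-mer shared by RNAs that do not carry the rest of the site. However, 7 families with 174 of the 376 counts had at most 3 mismatches, so the mean covers families of both kinds and does not settle the origin of the flag.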

How the results depend on the processing

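All alternatives given here were fixed before the processed files arrived. Of 181 alternative rows, 138 were classed as unchanged. This class includes rows whose values moved, among them the 88752 differing tags with no filter. It also includes the TMM counts of tags higher in library I (63156) and library II (57867), where the larger group changed sides. The number of distinct tags at equal depth moved from 1.099 to 1.248 times with tags of at least 2 counts. In that setting single-count tags, which sequencing errors can create, leave the count. The ratio was 1.137 with tags cut to 18 nt, where tags with the same first 18 nt are merged. The shared percentages of distinct tags of library I and library II moved from 20.6% and 24.5% to 36.0% and 45.8% with at least 2 counts, to 84.3% and 85.9% with at least 10, and to 22.4% and 27.5% with tags cut to 18 nt. Low counts limit the overlap that depth can show.

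The 119982 differing tags fell to 19880 with at least 100 counts, where 24492 tags were tested, and to 66519 with an assumed coefficient of variation of 0.4. The latter adds a spread that these data cannot measure, and its test recovered 0% of the tags changed 4-fold in simulated data.

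The summed signature of the 22 miRNAs (3.47 pooled) was -0.531 with miRNA nucleotides 2 to 10, 2.29 with a pseudocount of 10, and 3.47 with a permutation p of 0.1066 against shuffles that keep dinucleotide counts. In library II (4.05) it was 1.53 with the pseudocount of 10, and 4.05 with a permutation p of 0.0902 against those shuffles. Shuffles of this kind leave few variants of some 10-mers and include the 10-mer itself. This raises p, so they cannot decide whether the excess remains. With distinct tags the sum was 5.11 pooled (permutation p = 0.01) and 3.71 in library II (permutation p = 0.0287). With nucleotides 2 to 10 it was 3.23 in library II (permutation p = 0.0355). With 1 mismatch it turned to -7.16 in library I, -1.24 in library II and -4.64 pooled, where 31 sequences are counted in place of 1. For the 10 other miRNAs, library II (2.98) was 1.36 with distinct tags and 0.193 with nucleotides 2 to 10. Allowing 1 mismatch gave -2.07, -1.25 and -1.42 in library I, library II and pooled, and a pseudocount of 10 gave 2.30 pooled. The ratio of miR160 in library I was -0.376 with 1 mismatch, and its adjusted p was above 0.05 in both libraries with 1 mismatch and with nucleotides 2 to 10, and in library I with distinct tags.

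The number of miRNAs whose signature counts differed (2) was 0 with distinct tags and 14 with 1 mismatch. With inner-position counts as denominators it was again 2, but these were miR827 and Ta-miRn1 (adjusted exact p = 0.0428 each), while miR164 (0.261) and miR168 (0.223) no longer passed. The log2 ratio of miR164 turned to 0.456 with distinct tags and to 0.183 with 1 mismatch. Among the rows for tags by direction, single tags and single miRNAs, 14 were weaker, some of which are given above. The alternatives for annotated transcripts, genes and target sites were not run for lack of a reference. The replicate block was not run because each group had 1 library and the labels pair no samples.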

Other observations

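The excess of tags at the miR160 10-mer was weighed against 3 technical explanations. The prediction on pairing was written before its result was seen, and the other 2 after the counts had been seen. A few heavily counted tags could make the excess. With each distinct tag counted once, the permutation p in the pooled libraries was 0.0132, not adjusted, although in library I alone the adjusted p rose to 0.382. The 10-mer could also be shared by RNAs without the rest of the site. The upstream bases had a count-weighted mean of 0.770 mismatches to those that pair with miRNA nucleotides 11 to 20. Of 200 shuffled 10-mers, 165 had known upstream bases, with a median of 7.04 mismatches and a minimum of 3.82. The main family, GAGCCAGGCATGCTCAATTT, is preceded by GGCATACAGG, with 0 mismatches. Last, the site could lie in a general decay hot spot, but the 10 upstream positions of that family held 2.27% of the count at the site. Cleavage guided by miR160 remains as a hypothesis, resting on 1 family for 220 of 264 counts and on no replicate.

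A further hypothesis, formed after the data had been seen, was that other signature tags also come from full miRNA sites. Of the 31 other miRNAs, 6 had a family with at most 3 upstream mismatches, against a mean of 0.71 and at most 3 miRNAs in 100 sets of shuffled 10-mers (permutation p = 0.0099, the smallest these draws can give). The families of miR396, miR408, miR319 and miR393 were small, while those of Ta-miRn1 held 174 counts together and that of miR9670-5p held 25. For miR396 the family was AGCCTGTGGAAATGTCCTTG, with 2 counts and upstream bases GTTCAAGAA, and for miR408 AGGCAGTGCAGGTCATCGGT with 5 counts. For miR319 it was TTCAGTCCAACACCGTCTCC with 3 counts, and for miR393 TCCCTTTGGATGTCATCATG with 1 count. The families of miR9670-5p (55 upstream against 25 at the site) and miR408 (8 against 5) had more counts at the 10 upstream positions than at the site. So did those of Ta-miRn1 except GAAGAAGAAAACTGTTACAG, which had 1 at each, as had that of miR393. Such upstream counts may reflect decay in place of cleavage at a site. None of the miR164 tags with known upstream bases paired in this way, with a weighted mean of 8.73 mismatches. Yet miR164 had the highest log2 ratio of the 22 in library I. For miR168 all 8 counts had known upstream bases and none paired, with a weighted mean of 8 mismatches.

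The share of differing tags that were higher in library II (57.7%) was weighed against 2 technical explanations. Leaving the 100 most counted tags out of the totals lowered the share by 1.94 percentage points, which a prediction written before the test had set at more than 10 for that cause. The mean GC content of tags higher in library I and of tags higher in library II differed by 0.590 percentage points (prediction written after the values were seen). In classes of 20% to 90% GC, more tags were higher in library II in all but the lowest, with 610 tested tags. The median log2 ratio ran from -0.727 in that class to 0.806 at 70% to 80%, so an effect of GC content is not excluded. The direction itself depended on normalization, since with TMM effective totals 63156 tags were higher in library I and 57867 in library II. TMM centres the log ratios of tags by design, so these counts cannot decide the direction. With the other settings the share in library II ran from 53.3% to 70.6%. The excess in library II thus cannot be told apart from a choice of totals, and no biological explanation was tested.

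The hypothesis that tags follow the reading frame, as in decay behind the last ribosome, was tested by the spacing of 5′ ends on the same RNA, with predictions written before. Pairs of starts at lags of 3, 6, 9 and 12 nt were compared with the lags beside them. After division by the base preference at the start, the lowest of the 8 ratios was 0.997 and the highest 1.0045, and 6 of 8 were above 1, so the prediction of a ratio above 1 at all lags failed. The preference for the first 4 bases removed 62.5% of a mean excess of only 0.324%, and the remainder may be of the same origin. That preference was taken from the same tags, so dividing by it could also remove part of a true reading-frame signal. The division thus cannot separate base preference from decay along the reading frame.

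Among the 100 most counted tags, 68 in library I and 78 in library II overlapped another of the 100 by at least 20 nt. The 100 tags formed 46 groups in library I and 33 in library II, with a tag that overlapped no other counted as a group. Counts of single tags are thus not independent measurements of separate RNAs.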
